A study of Mus musculus with 4 samples. Its data were reported in "Elevated microRNA-187 causes cardiac endothelial dysplasia to promote congenital heart disease through inhibition of NIPBL" (2024).

How the data were processed

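ATAC-seq libraries were prepared from newborn mouse hearts and sequenced as read pairs, per the labels. Each sample had 1 peak list in the 10-column narrowPeak layout. The aligner, duplicate and mitochondrial read handling, peak caller, any control and the genome build are not stated for these lists. Each deposited list gave, for each peak, its start, end and summit, a score that equals 10 times the −log10 q cut to a whole number, a fold enrichment at the summit, and a −log10 p and −log10 q from the authors' peak caller. The largest q in a list was between 0.0463 and 0.0498. Fold enrichment and −log10 q are the authors' values and were used only to describe, rank or filter peaks within a list, apart from the inference of depth below.

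Groups were taken from the sample titles (WT and miR-187, 2 libraries each). Peaks on chromosomes 1 to 19, X and Y were used. The 6, 20, 6 and 0 peaks on unplaced scaffolds in WT replicates 1 and 2 and miR-187 replicates 1 and 2 were left out of the comparisons. Peak coordinates are given 1-based. Genes came from a RefSeq table of assembly GRCm38.p6 with 21887 protein-coding genes on these chromosomes. No build is named for the lists, so the fit to this table was checked by shifting summits. Between 38.6% and 50.3% of the summits of a list lay within 1 kb of a protein-coding gene boundary, against 4.79% to 6.93% after shifts of 10 or 100 kb. Coordinates of the table itself are not printed. The design planned promoters as windows around transcription start sites. The table holds no strand, so windows around both gene boundaries were used instead, and a peak at the 3′ end of a gene also counts.

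Depth was inferred from the peak values. If the fold is (pileup + 1)/(background + 1) and the p-value is the upper Poisson tail above the pileup, a whole-number pileup and a background can be solved for each peak. A solution within 0.0005 in −log10 p was found for 100% of peaks in each list, against at most 0.268% when the tail included the pileup itself. The solver recovered the right pileup for 100% of 8754 simulated peaks. Local backgrounds were multiples of 0.02, which is what reads extended to 200 bp and counted over 10 kb give, or equal to a lowest value taken as the genome-wide background. This lowest value divided by 200 bp was used as background read density. It is an inference from the layout of the lists, and the absolute number of reads was not derived. For thinning, each read was kept with the ratio of 2 background densities and the expected number of peaks that still reached the lowest −log10 p of the shallower list was summed. Peaks that were not called in the deeper list are not counted, so this number is a lower estimate.

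Peaks of the 4 lists that overlapped by at least 1 bp were merged into regions. Group means of per-library values were compared with a 2-sided exact permutation test over the 6 assignments of libraries to groups (smallest p 0.333), and the within-group minus between-group Jaccard index over the 3 splits into pairs. Shares of single libraries have 95% Wilson intervals, which cover counting error only. Retained regions had a peak in both WT lists and at least 1 miR-187 list. A gene lost its promoter peak if it had one in both WT lists and in neither miR-187 list. Genes lost were set against 10000 random lists matched in 10 strata of WT peak rank. The genes and regions named are those fixed by rule beforehand: 8 genes of the model, study genes that lost their promoter peak, and the 5 WT-only and 5 miR-187-only regions with the highest minimum percentile rank of −log10 q over their lists. Study genes with a peak in both WT lists are given as counts, and not all of them are reported here by name. The cardiomyocyte genes with a peak were named after their values were seen.

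Alternatives fixed before the data were examined were a −log10 q of at least 5, autosomes only, an equal number of peaks per list, a reciprocal overlap of 50%, summits within 250 bp, a 3 kb window, matching on WT peak strength, the number of peaks times the median width, a replicate block, and leaving out each library in turn. Thinning to equal depth was added after the data were seen. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.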

Results

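Chromatin accessibility was profiled by ATAC-seq, in which a transposase cuts open chromatin and the cut fragments are sequenced. The libraries came from hearts of newborn mice, and the study describes the input as endothelial cells captured with beads against CD31, whereas the sample labels name only heart tissue. There were 4 libraries, 2 from wild-type (WT) mice and 2 from mice that overexpress the microRNA miR-187 from the endothelial Tek (Tie2) promoter. Each library had its own peak list, and replicates were not pooled. The read totals were not used here, so depth was inferred from the background read density that the peak values imply. That density was 1751 reads per Mb in WT replicate 1, 5227 in WT replicate 2, 2016 in miR-187 replicate 1 and 1032 in miR-187 replicate 2. WT replicate 2 was therefore 5.06 times as deep as miR-187 replicate 2, and miR-187 replicate 1 was 1.15 times as deep as WT replicate 1. With 2 libraries per group, the 2-sided exact permutation test cannot give a p below 0.333, so no group difference can reach 0.05 by this test.

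The first comparison asked whether accessibility was lower across the genome with miR-187. On chromosomes 1 to 19, X and Y there were 9452 peaks in WT replicate 1, 12298 in WT replicate 2, 7496 in miR-187 replicate 1 and 1483 in miR-187 replicate 2. The mean was 10875 ± 2012 peaks in WT (SD, n = 2) and 4490 ± 4252 in miR-187 (SD, n = 2), a difference of -6386 with an exact permutation p of 0.333. Both miR-187 lists were shorter than both WT lists, but the miR-187 lists differed from each other by more than the WT lists did. Restricting the lists to peaks with a −log10 q of at least 5 left 2005, 5668, 2318 and 129 peaks in WT replicates 1 and 2 and miR-187 replicates 1 and 2, a difference of -2613 (exact permutation p = 0.667, n = 2 per group). With all peaks but without miR-187 replicate 2, the difference was -3379.

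Covered length followed the number of peaks. The peaks covered 2.88 Mb in WT replicate 1 and 4.56 Mb in WT replicate 2, against 2.37 Mb and 0.372 Mb in miR-187 replicates 1 and 2, with mean peak widths of 305, 371, 317 and 251 bp in the same order. The difference between group means was -2.35 Mb (exact permutation p = 0.333, n = 2 per group). It was -0.200 Mb with equal numbers of peaks per list, -1.17 Mb at a −log10 q of at least 5, -1.51 Mb without WT replicate 2 and -1.35 Mb without miR-187 replicate 2. Median peak width was 275 and 324 bp in the WT lists and 287 and 214 bp in the miR-187 lists, a difference of -49 bp with overlapping groups (exact permutation p = 0.667, n = 2 per group). It was -134 bp with equal numbers of peaks per list, and from -85.5 to -12.5 bp when 1 library was left out.

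**Figure D1:**
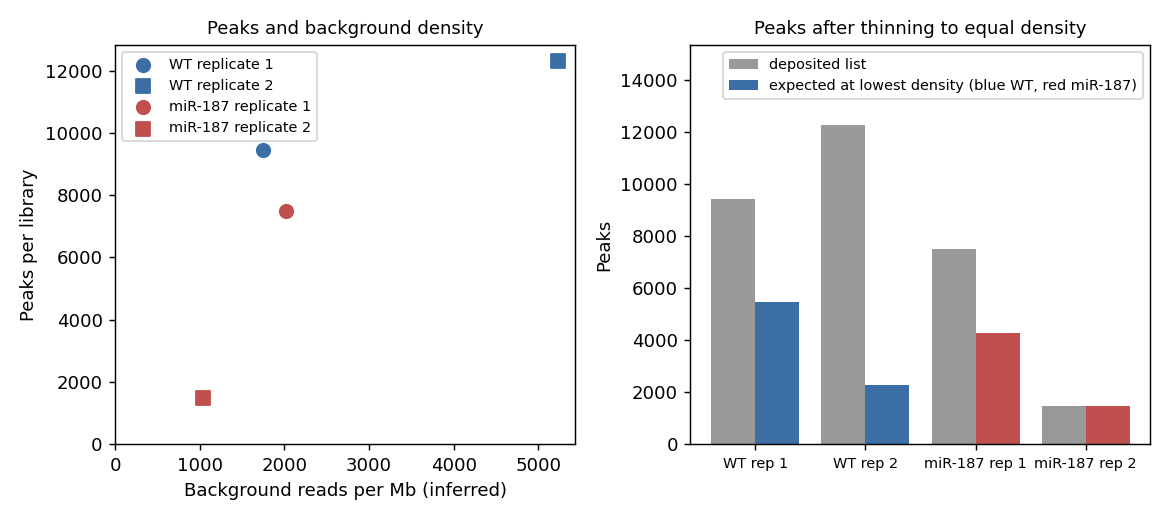
Left, peaks per library against inferred background reads per Mb, one point per library; right, peaks in each deposited list (grey) beside the number expected after thinning to the lowest density (blue for WT, red for miR-187). At equal density the expected numbers, which are lower estimates, are 5481 and 2287 for WT replicates 1 and 2 and 4268 for miR-187 replicate 1. Beside them is the full list of 1483 peaks in miR-187 replicate 2.

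The next comparison addressed where the peaks lie. The gene table gives no strand, so a promoter peak is here a peak whose summit lies within 1 kb of either boundary of a protein-coding gene. Such peaks made up 43.0% of the list in WT replicate 1 (95% Wilson interval 42.0 to 44.0), 49.1% in WT replicate 2 (48.2 to 49.9), 50.3% in miR-187 replicate 1 (49.1 to 51.4) and 38.6% in miR-187 replicate 2 (36.2 to 41.1). The means were 46.0 ± 4.29% in WT and 44.4 ± 8.21% in miR-187 (SD, n = 2 each), and the exact permutation p was 1. The sign of the -1.58 point difference depended on single libraries, since it was 1.45 points without WT replicate 2 and 4.23 points without miR-187 replicate 2. It was -10.7 points at a −log10 q of at least 5 and -14.5 points with equal numbers of peaks per list (exact permutation p = 0.667 for both, n = 2 per group).

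Overlap was compared within and between groups. The 4 lists merged into 20919 regions. The Jaccard index, the regions shared by a pair as a percentage of the regions found in either, was 24.4% for the WT pair and 5.43% for the miR-187 pair. Across groups it was highest, at 26.3%, for WT replicate 2 with miR-187 replicate 1, and 20.7% for WT replicate 1 with miR-187 replicate 1. Both pairs of a WT library with miR-187 replicate 2 were lower, at 4.61% and 4.93%. The within-group mean of 14.9% exceeded the between-group mean of 14.1% by 0.802 points (exact permutation p = 0.667 over the 3 splits into pairs of libraries, smallest possible p 0.333). With the −log10 q minimum of 5 the difference was -0.197 points, and leaving out WT replicate 1 or WT replicate 2 gave -10.1 and -7.00 points. It was 19.5 points without miR-187 replicate 1, 0.938 points without miR-187 replicate 2 and 0.429 points with equal numbers of peaks per list, where the exact permutation p was 0.333, the smallest possible.

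**Figure D2:**
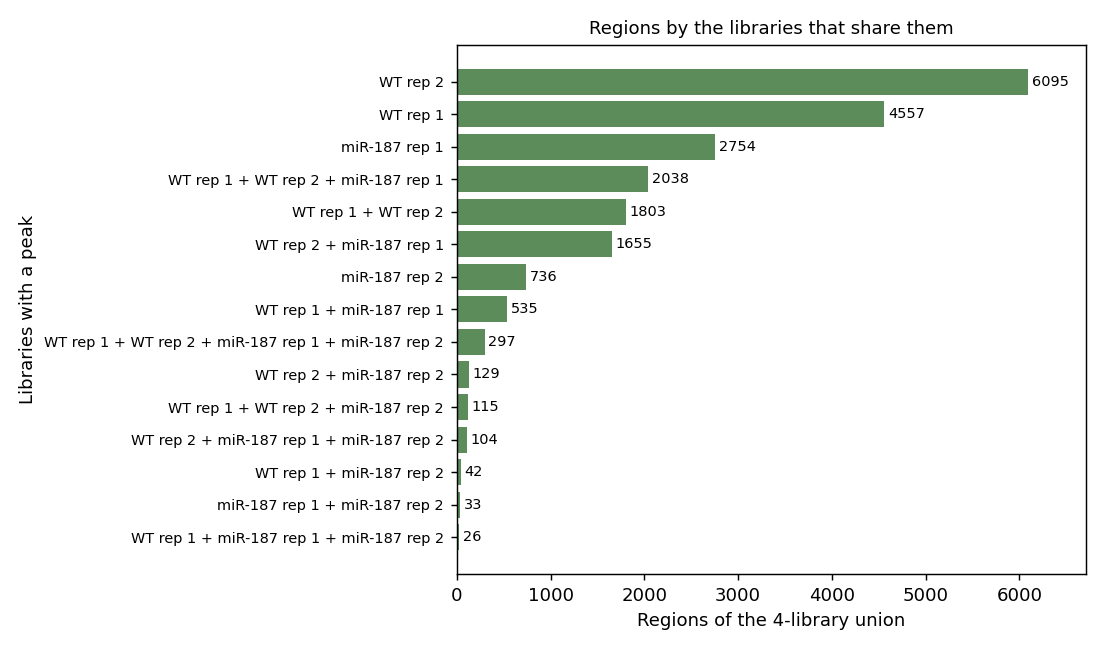
Number of merged regions, on the horizontal axis, for each combination of libraries with a peak there. The longest bars are regions found in 1 library, such as 6095 in WT replicate 2, and 297 regions were found in all 4 libraries.

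A peak in both WT lists and in neither miR-187 list was present at 1803 regions, and the reverse pattern at 33. The same count for the other 5 pairs of libraries was 1655 for WT replicate 2 with miR-187 replicate 1, 535 for WT replicate 1 with miR-187 replicate 1, 129 for WT replicate 2 with miR-187 replicate 2, 42 for WT replicate 1 with miR-187 replicate 2, and the 33 regions above. A mixed pair of libraries thus gave nearly as many exclusive regions as the WT pair. When the 1483 strongest peaks of each list were used, there were 190 WT-only and 76 miR-187-only regions, and WT replicate 2 with miR-187 replicate 1 gave 192.

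In every pair of libraries, peaks of the strongest decile were recovered more often than those of the weakest. In the strongest decile of WT replicate 2, 67.8% of peaks were found in WT replicate 1, 69.2% in miR-187 replicate 1 and 13.7% in miR-187 replicate 2. In its weakest decile the shares were 16.8%, 14.1% and 2.09%.

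**Figure D3:**
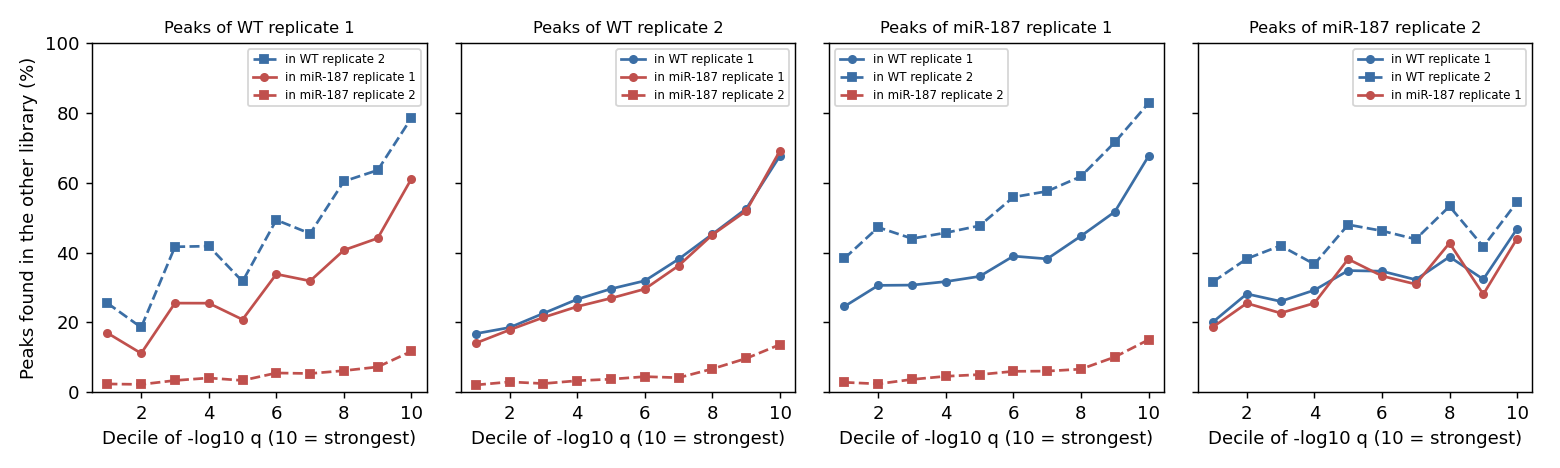
Percentage of the peaks of each library that were found in each other library, by decile of −log10 q within the list. In the strongest decile of WT replicate 2, recovery in miR-187 replicate 1 is 69.2% and in WT replicate 1 67.8%, whereas in miR-187 replicate 2 it is 13.7%.

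Whether regions without a miR-187 peak concentrated at promoters was examined among the 4253 regions with a peak in both WT lists. Of the 1803 WT-only regions, 57.7% lay at a gene boundary (95% Wilson interval 55.4 to 60.0), against 69.0% (67.2 to 70.8) of the 2450 retained regions, which also had a peak in at least 1 miR-187 list. The WT-only share was above the 43.0% and 49.1% of all peaks in WT replicates 1 and 2, but these are not a like baseline. They count single summits, whereas a region counts if any of its WT peaks lies at a boundary and must be in both WT lists. Among regions in both WT lists, the WT-only share was the lower one. The WT-only share was above the 42.4% (14 of 33) of the miR-187-only regions. The WT-only share minus the retained share was -11.3 points (Fisher's exact test across regions, 2-sided p = 4.24e-14), which describes these libraries because regions are not replicates. The WT-only regions were also weaker, with a median percentile rank of −log10 q of 56.9 in WT replicate 1 and 56.0 in WT replicate 2, against 71.1 and 76.0 for the retained regions. After matching on that rank the difference was -10.2 points. With a −log10 q of at least 5 it was -3.30 points, with a Fisher's exact p of 0.283, and with equal numbers of peaks per list -5.69 points, with a Fisher's exact p of 0.219.

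The 5 WT-only regions with the highest minimum percentile rank were on chromosome 9 from 67043553 to 67044247, inside Tpm1; on chromosome 17 from 34187149 to 34188028, at Tap1 and Psmb9; on chromosome 6 from 67266701 to 67267083, near a boundary of Serbp1; on chromosome 14 from 103051365 to 103051743, inside Acod1; and on chromosome 11 from 80086907 to 80087200, in no annotated gene. The Tpm1 region had a fold enrichment of 9.05 in WT replicate 1 and 8.26 in WT replicate 2. The 5 highest-ranked miR-187-only regions were on chromosome 1 from 130715520 to 130715947, inside Pfkfb2; on chromosome 2 from 131416618 to 131416834, in no gene; on chromosome 2 from 25228492 to 25228948, near Slc34a3; on chromosome 17 from 56290479 to 56290726, near Plin3; and on chromosome 8 from 89571805 to 89572161, in no gene. The Pfkfb2 region had a fold enrichment of 6.47 in miR-187 replicate 1 and 7.58 in miR-187 replicate 2.

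The study followed a set of genes in these mice by RT-qPCR, and 29 of them with listed primers were examined. A promoter peak was present at 6 of the 29 genes in WT replicate 1, 12 in WT replicate 2, 4 in miR-187 replicate 1 and 3 in miR-187 replicate 2. The difference between group means was -5.5 genes (exact permutation p = 0.333, n = 2 per group), and with equal numbers of peaks per list it was 0. It was -8.5 genes without WT replicate 1 and -2.5 genes without WT replicate 2. Among all 21887 protein-coding genes the share with such a peak was 21.0%, 29.9%, 19.4% and 3.07% in the same order, and among the 29 genes it was 20.7%, 41.4%, 13.8% and 10.3%. Of the 29 genes, 4 had a promoter peak in both WT lists. None of these 4 lost it in both miR-187 lists, a count of 0 at percentile 10.4 of 10000 random lists matched on WT peak rank, whose median was 1. The percentile is a mid-rank among ties, so more than 10.4% of the random lists also had 0. A peak was kept at 3 of these 4 genes in miR-187 replicate 1 and at 1 in miR-187 replicate 2. Among all 3458 genes with a promoter peak in both WT lists, 36.5% had none in either miR-187 list. The count depended on single libraries, with 6 genes lost when WT replicate 1 was left out. A peak in 1 WT list was then enough to count a gene.

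Genes of the model were examined one by one. No library had a promoter peak at Nipbl, Mir187, Pecam1 or Vwf. A peak did overlap Pecam1 in WT replicates 1 and 2 and miR-187 replicate 1, Nipbl in WT replicate 2 and Vwf in miR-187 replicate 1. Peaks away from the outer boundaries of a gene, including any at a start site inside it, do not count as a promoter peak. Cdh5 had one on chromosome 8 from 104101551 to 104101791 in WT replicate 1 (fold enrichment 6.35), from 104101430 to 104101629 in WT replicate 2 (3.95) and from 104101391 to 104101590 in miR-187 replicate 2 (4.29), and none in miR-187 replicate 1. Tek had one on chromosome 4 from 94739032 to 94739442 in WT replicate 2 (−log10 q 5.63) and from 94739006 to 94739508 in miR-187 replicate 1 (−log10 q 3.49), and none in the other lists. Gt(ROSA)26Sor and Smad7 likewise had a promoter peak in WT replicate 2 and miR-187 replicate 1 only. In these libraries, in that order, −log10 q was 4.27 and 3.48 at Gt(ROSA)26Sor, and 3.62 and 8.99 at Smad7. Unlike at Tek, the peaks of these libraries did not overlap at either gene. Since a gene without a listed peak may have been below the detection limit of a shallow library, absence from a list does not show closed chromatin.

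Marker lists fixed beforehand showed which cell types' genes had peaks. Of 18 endothelial genes, 3 and 4 had a promoter peak in WT replicates 1 and 2, and 2 and 1 in miR-187 replicates 1 and 2, a difference of -2 genes (exact permutation p = 0.333, n = 2 per group). With equal numbers of peaks per list it was -0.5 genes (exact permutation p = 1, n = 2 per group). Of 18 cardiomyocyte genes, 2 had one in WT replicate 1 (Tnni1 and Myl2) and 0 in the other libraries (exact permutation p = 1, n = 2 per group). The shares of the endothelial list, 16.7%, 22.2%, 11.1% and 5.56%, were not above those of all protein-coding genes by more than their Wilson intervals in any library. In WT replicates 1 and 2 and miR-187 replicates 1 and 2, in that order, peaks were found at 2, 4, 1 and 0 of 8 fibroblast genes, at 6, 9, 4 and 0 of 15 housekeeping genes and at 0, 0, 1 and 0 of 6 immune genes. The 4 smooth muscle and 6 erythroid genes had 0 in every library.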

Values the study reported

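The study reported that accessibility was lower in miR-187 mice than in controls at some of 29 genes. For these mice it showed ATAC-seq signal together with quantitative PCR of ATAC libraries. It also reported lower accessibility genome-wide in cardiac endothelial cells of the miR-187 mice. Among the top peaks losing accessibility, it described an enrichment of promoters.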

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

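Thinning to equal background density, with all libraries and without each in turn, was chosen after seeing the data, and the other alternatives before. The smallest p is 0.333 for the exact permutation tests between groups and 0.5 for the exact sign-flip test with the replicate block, so a group difference that stayed above 0.05 says nothing about its stability. Of 111 values under alternatives, 77 kept their direction and side of the threshold or moved by less than the spread, 25 moved, 2 were weaker and 7 reversed.

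At a −log10 q of at least 5 the within minus between group overlap was -0.197 points, WT-only regions numbered 608 and miR-187-only regions 5, and the promoter share of WT-only minus retained regions was -3.30 points (Fisher's exact p = 0.283). With equal numbers of peaks per list the counts were 190 and 76 regions, the share difference was -5.69 points (Fisher's exact p = 0.219), and the difference in study genes with a promoter peak was 0. Fewer regions were tested in both settings, and the cause was not otherwise tested. The Cochran-Mantel-Haenszel test matched on WT peak strength left -10.2 points. With reciprocal overlap of 50% there were 52 miR-187-only regions. The cause was not tested.

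Across the 4 fits that each left out 1 library, the difference in promoter share ranged from -7.39 to 4.23 points, the within minus between group overlap from -10.1 to 19.5 points, and the difference in cardiomyocyte genes from -2 to 0. WT-only regions ranged from 1917 to 7961, miR-187-only regions from 58 to 2789, the WT-only minus retained share from -31.5 to -6.04 points, and lost study genes from 1 to 6. Leaving out a library also relaxes the definition of an exclusive region, because 1 list then stands for its group. The other group still needs a peak in both lists, so the 2 counts of a fit are not alike.

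Replicate numbers are shared between the groups, but nothing in the labels says that they mark a litter or batch, and the deviations of same-numbered libraries correlated at -0.025 over 20919 regions. With the replicate block the mean difference in peak count was -6386 (exact sign-flip p = 0.5, the smallest possible), with -2.35 Mb of covered length, -49 bp of median width, -1.58 points of promoter share, -5.5 study genes, -2 endothelial genes and -1 cardiomyocyte gene. The block changed no call.

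Depth limits the comparison of peak counts. After thinning each library to the density of miR-187 replicate 2, the difference between group means was -1008 peaks in place of -6386 (exact permutation p = 0.667), and WT replicate 2, the deepest library, kept fewer peaks than miR-187 replicate 1. That difference rests on single libraries: it was 589 without WT replicate 1, 384 without miR-187 replicate 2, -2606 without WT replicate 2 and -2401 without miR-187 replicate 1. Thinning matches only the inferred background density and counts only called peaks. WT replicate 2 thinned to the density of WT replicate 1 kept 5771 peaks against 9452. The thinned number is a lower estimate, so this gap cannot by itself show that libraries of the same group differ after thinning. The same limit holds for the group difference. miR-187 replicate 2 entered with its full list, whereas WT replicates 1 and 2 and miR-187 replicate 1 kept 58.9%, 19.8% and 51.2% of reads. The thinned differences, including the positive ones, can therefore understate a miR-187 deficit. How much of the deficit depth explains cannot be read from them.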

Other observations

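The test of background density in the replicate 1 libraries, and that of mean summit reads in them, were chosen after the result was seen. The other tests were set before their own results, although the shares of even backgrounds over whole lists had been seen before the test of local backgrounds was set. A control for the cardiomyocyte test, the rule that a missing Tek peak decides nothing, and the comparison with 1 read or counting error, were added after the values were seen.

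The shortest list was that of miR-187 replicate 2, which was also the shallowest library. If depth were the whole cause, the other libraries thinned to its density would keep about as many peaks. They kept 5481 (WT replicate 1), 4268 (miR-187 replicate 1) and 2287 (WT replicate 2) against its 1483, a ratio of up to 3.70 and of 1.54 for WT replicate 2. Depth alone therefore does not account for the list. Thinning narrowed the gap to WT replicate 2, but the thinned number is a lower estimate. The part of that gap due to depth is therefore not settled. The 486 peaks of WT replicate 1 found in miR-187 replicate 2 amount to 8.87% of the number expected to survive, against 28.6% for the 655 peaks of WT replicate 2. For miR-187 replicate 1 it was 468 peaks found against 4268 expected. A lower quality of this 1 library and an effect of miR-187 both stay open, and with miR-187 replicate 1 unlike it the groups do not separate them.

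The list of miR-187 replicate 1 was shorter than that of WT replicate 1 even though its background read density was 1.15 times as high, which argues against lower depth. Weaker signal over background may contribute. At the 500 strongest regions of WT replicate 2, with regions lacking a peak ranked lowest, median summit reads per background read were 27.3 in miR-187 replicate 1 and 28.5 in WT replicate 1, a ratio of 0.956 (bootstrap interval 0.790 to 0.956). This difference of 1.27 is less than 1 read is worth in either library (2.48 and 2.85). The mean over the same regions, with a missing peak as 0, had a ratio of 0.916 (0.861 to 0.972). In the 305 of these regions with a peak in the 3 deeper libraries the median ratio was 0.903 (bootstrap interval 0.869 to 0.948), and the numbers of the 500 regions with a peak, 382 and 378, did not differ beyond counting error (Fisher's exact p = 0.824). The ratios lay below 1, as a slightly weaker signal in miR-187 replicate 1 than in WT replicate 1 would give. Values over the whole lists went the other way. At a −log10 q of at least 5, miR-187 replicate 1 had more peaks than WT replicate 1 (2318 against 2005). Its median fold enrichment was also higher (5.56 against 5.18), as was its median −log10 q (4.02 against 3.44). These values cover called peaks only. The list of WT replicate 1 reached down to a lower −log10 p (4.06 against 4.24) and miR-187 replicate 1 was deeper. They therefore cannot by themselves decide whether its signal was weaker. In the same 305 regions the median summit reads per background read were 34.3 in WT replicate 1, 32.2 in miR-187 replicate 1 and 26.8 in WT replicate 2, so miR-187 replicate 1 did not lie below both WT libraries. Regions are not replicates, and whether a difference of this size accounts for the shorter list was not tested. An effect of miR-187 was not tested separately from differences between single libraries.

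The excess of WT-only over miR-187-only regions fell from 1803 against 33 to 190 against 76 with equal list lengths. List length thus goes with most of the excess, but a ratio of 2.50 remained. Taking as many peaks from each list uses the whole list of miR-187 replicate 2 but only the strongest peaks of the others, so a weaker library is not ruled out. A mixed pair of libraries gave 192 exclusive regions in that setting, as many as the WT pair. With all peaks but without miR-187 replicate 2, the excess reversed, to 1917 WT-only and 2789 miR-187-only regions. WT-only regions stayed more numerous when any other library was left out. Each such fit relaxes the definition of an exclusive region.

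Peaks at cardiomyocyte genes could show cells other than endothelial cells in the libraries. The highest share of the list with a promoter peak was 11.1%, in WT replicate 1, below the 21.0% of all genes. The endothelial list did not stand above all genes either, so the test cannot separate cell types. Whether depth sets this limit was not tested. In WT replicate 2 the housekeeping share, 60.0% (Wilson interval 35.7 to 80.2), stood above the 29.9% of all genes, but in no other library by more than its interval. The cardiomyocyte share in WT replicate 2 was 0% (0 to 17.6). Tpm1, which is in the cardiomyocyte list, holds the highest-ranked WT-only region but had no boundary peak. Cdh5, Tie1, Flt1 and Sox18 are in both the endothelial list and the study genes.

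A peak at a Tek boundary might include reads from an inserted copy of the Tek promoter. Summit reads per background read were 1.62 times as high in miR-187 replicate 1 as in WT replicate 2, the only libraries with a peak, and the median ratio over the 4094 regions shared by these libraries was also 1.62. With no peak in the other libraries, the explanation remains open.

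Local backgrounds were mostly an even number of reads, in 74.8%, 55.3%, 72.3% and 85.6% of peaks above the lowest background in WT replicates 1 and 2 and miR-187 replicates 1 and 2. Both mates of a read pair counted as separate reads could give this, and the even share should then fall as backgrounds hold more reads. It fell by between 1.07 and 10.0 percentage points in the 4 libraries, and in WT replicate 2, with the smallest fall, by no more than counting error (Fisher's exact p = 0.250). The explanation is undecided for that library. No biological explanation was tested.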
